A study of Homo sapiens with 10 samples.

How the data were processed

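RNA-seq was measured in HaCaT cells, a spontaneously immortalised line of human keratinocytes that carried a transgene switched on by doxycycline (a Tet-on system). The transgene coded either for IKAROS, a zinc finger transcription factor of lymphoid cells encoded by IKZF1, or for the enzyme Luciferase as a control. There were 10 libraries in 5 groups of 2: uninduced cells at day 0, Luciferase cells after 3 days of doxycycline at 0.1 µg/ml, and IKAROS cells after 1, 2 or 3 days at the same dose. Per the labels, poly(A) RNA was prepared with a stranded mRNA kit and sequenced on an Illumina NextSeq instrument. The groups and the replicate numbers come from the labels. The labels conflict for the 2 uninduced libraries, since their titles name the Luciferase line while their descriptions and genotype, and the column header of the table, name the IKAROS line. They are called uninduced here.

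The values were deposited by the authors as 1 table of raw read counts per gene. Per the file headers, the counts were made with HOMER from reads over exons, with 1 transcript kept per gene and without normalisation. The submitters' processing notes name STAR, HOMER 4.10.4, DESeq2 and the human genome build hg19, and coordinates below are those of the table in this build. The HOMER command in the header gives no strand option although the kit keeps the strand, so reads of overlapping genes on opposite strands cannot be told apart in these counts. How reads that match several places were treated is not given in the sources used here, which makes values of near-identical paralogs uncertain. The table held 27945 rows, of which 22615 had a count. It included 20 rows of ribosomal RNA, which took 3.16% to 4.15% of the counts of a library, and 25 rows with at least 200 counts in total that repeated the counts of another row. They were kept, and leaving them out was added as an alternative after the data were seen. No total in these counts separates reads of the transgene from reads of the endogenous IKZF1.

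The counts were analysed as deposited, with all 10 libraries in 1 model with a coefficient per group. Genes were kept by filterByExpr of edgeR 4.0.16 with a minimum count of 10, which left 15529 genes, and libraries were scaled by TMM. Each comparison was tested with edgeR's quasi-likelihood F-test (glmQLFit and glmQLFTest, R 4.3.3) with Benjamini-Hochberg adjustment over the genes tested, and a gene was called at an adjusted p under 0.05. The residual degrees of freedom were 5 and the prior degrees of freedom 19.8, with a common biological coefficient of variation of 2.74%. Levels are TMM-scaled CPM, given as mean ± SD of 2 libraries, and log2 fold changes are given ± SE. Where a group had 0 counts, the fold was bounded with a floor of 3 counts over the group. Where it had 1 to 3 counts, the ratio of counts relative to the TMM-scaled totals of the groups is given with its exact (Clopper-Pearson) 95% counting interval. These floors and intervals cover counting error only.

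The comparisons were IKAROS day 3 against uninduced and against Luciferase day 3, Luciferase day 3 against uninduced, IKAROS days 1 and 2 against uninduced, and IKAROS day 3 against day 1. Genes called in the same direction against both controls at day 3 form the 2-control set. Because comparisons that share libraries share their chance values, all 10 libraries were simulated 20 times as unchanged groups, with the shared libraries drawn anew each time. Almost no gene is called in such data, so the simulated numbers of shared calls are near 0 by construction. The simulated covariances show what shared libraries give to unchanged genes. The controls could not be split, with 2 libraries per group. A total of 26 gene lists was fixed, and those with at least 3 tested members were tested with camera of limma 3.58.1 at a preset inter-gene correlation of 0.01. This gave 24 lists in each of 3 comparisons, adjusted over the 72 tests. The 13 mitochondrially encoded genes were not analysed here. Calls were also counted adjusted over the list alone.

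Genes named in the text follow a rule, apart from a few list members given by their counts. These were added after the data were seen, to show members unlike those that the rule picked. IKZF1 is given first in every library. For each of the 3 comparisons between day 3 and control groups, the 6 called genes with the largest log2 fold change in each direction were taken, among genes with a mean of at least 20 counts over the 10 libraries and with both libraries of one group outside the range of the other. The 2-control set gave 8 genes per direction by the smaller of their log2 fold changes. Each list gave up to 4 called members with the largest change, or the most abundant members where none was called. The IKAROS family, KRT5, KRT14, TP63, CCN1 (CYR61 in the table) and CCN2 (CTGF in the table) were fixed. A gene that the rule picked is not reported here. The comparisons, tests, lists, rule and alternatives were set before the data were examined, apart from those said to be added later. Which of the list comparisons are described gene by gene was decided after the results were seen.

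The procedures were tested on simulated data. Counts were drawn for IKAROS day 3 against uninduced with 200 planted genes among 15173. The edgeR test recovered 36.7% of genes planted at a log2 fold change of 0.25, 71.4% at 0.5, 86% at 1 and 98% at 2, and 7.64% of its calls were unchanged genes. On 15529 genes of the same comparison, DESeq2 1.42.0 recovered 78% at a log2 fold change of 1, and 1.61% of its calls were unchanged. With 1 list planted among 15169 genes of Luciferase day 3 against uninduced, camera called 1 list, the planted one. Genes were drawn independently of each other, so the simulation did not test the preset inter-gene correlation. The share of planted genes was also far smaller than the share called in the data of IKAROS day 3.

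Alternatives were DESeq2 size factors, library totals, no filter, a filter of 50 counts in 2 libraries, the DESeq2 Wald test, an added absolute log2 fold change of at least 1, the replicate number as a block, the libraries of the comparison alone, the average of both controls, and each library left out in turn. For lists, an estimated correlation and the fry test were tried. Luciferase day 3 as the control for IKAROS days 1 and 2 was added after the data were seen. For the closing section, the longest identical stretch of IKZF1 with each other member of the family was searched in the human protein-coding transcripts of the GENCODE annotation, by sequence alone, and sets of genes were compared with 10000 random lists matched on the uninduced level. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.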

Results

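Gene expression was measured by RNA-seq in 10 libraries of HaCaT keratinocytes, with 2 libraries in each of 5 groups. Library totals ran from 16245479 to 20231232 counts, and 15529 genes were tested. Replicates differed beyond sampling noise, with a chi-square per gene of 1.71 to 2.99 over genes with at least 20 counts, so no pair was treated as 1 library. The labels do not say whether replicates came from separate cultures, and the p-values therefore measure a spread that may be technical. The first principal component held 79.0% of the variance between libraries and the second 10.7%.

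IKZF1 (chromosome 7, 50344265 to 50472798, hg19, protein-coding) was counted first in every library because it is the induced gene. It had 1 count in each Luciferase day 3 library, 280 and 339 counts in the uninduced libraries, 27989 and 34204 at IKAROS day 1, 15127 and 16950 at day 2, and 10459 and 13687 at day 3. In CPM this was 0.0539 ± 0.00386 in Luciferase day 3, 17.8 ± 2.63 in uninduced, 1675 ± 244 at day 1, 929 ± 125 at day 2 and 662 ± 65.8 at day 3 (SD, n = 2). IKZF1 was therefore 37.3-fold higher at IKAROS day 3 than in uninduced cells, a log2 fold change of 5.22 ± 0.11, with an adjusted p of 1.42e-23 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Against Luciferase day 3 the ratio of counts was 12383 (95% interval 3428 to 102258). The uninduced libraries, whose titles name the Luciferase line, also held more IKZF1 than Luciferase day 3, by a ratio of 331 (91.2 to 2738).

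Other members of the family moved apart. IKZF4 (EOS; chromosome 12, 56401496 to 56432219) rose from 7.03 ± 0.213 CPM in uninduced cells to 28.8 ± 3.32 CPM at IKAROS day 3, a log2 fold change of 2.04 ± 0.14 (adjusted p = 3.09e-13, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). IKZF4 stood at 59.1 ± 7.61 CPM on day 1, the day with the highest IKZF1. Its excess over the controls was 3.06% to 3.41% of the IKZF1 counts in the induced libraries. Reads of the construct counted at IKZF4 can therefore not be told apart from a rise of IKZF4 itself, as the closing section describes. IKZF2 (HELIOS) fell from 56.1 ± 5.20 to 16.8 ± 0.932 CPM, or by 1.74 ± 0.09 on the log2 scale. IKZF5 (PEGASUS) rose by 0.33 ± 0.06. IKZF3 (AIOLOS) had between 1 and 15 counts per library and was not tested. The IKAROS family as a list of 4 tested genes had 3 higher and 1 lower, and camera gave an adjusted p of 0.109.

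**Figure D1:**
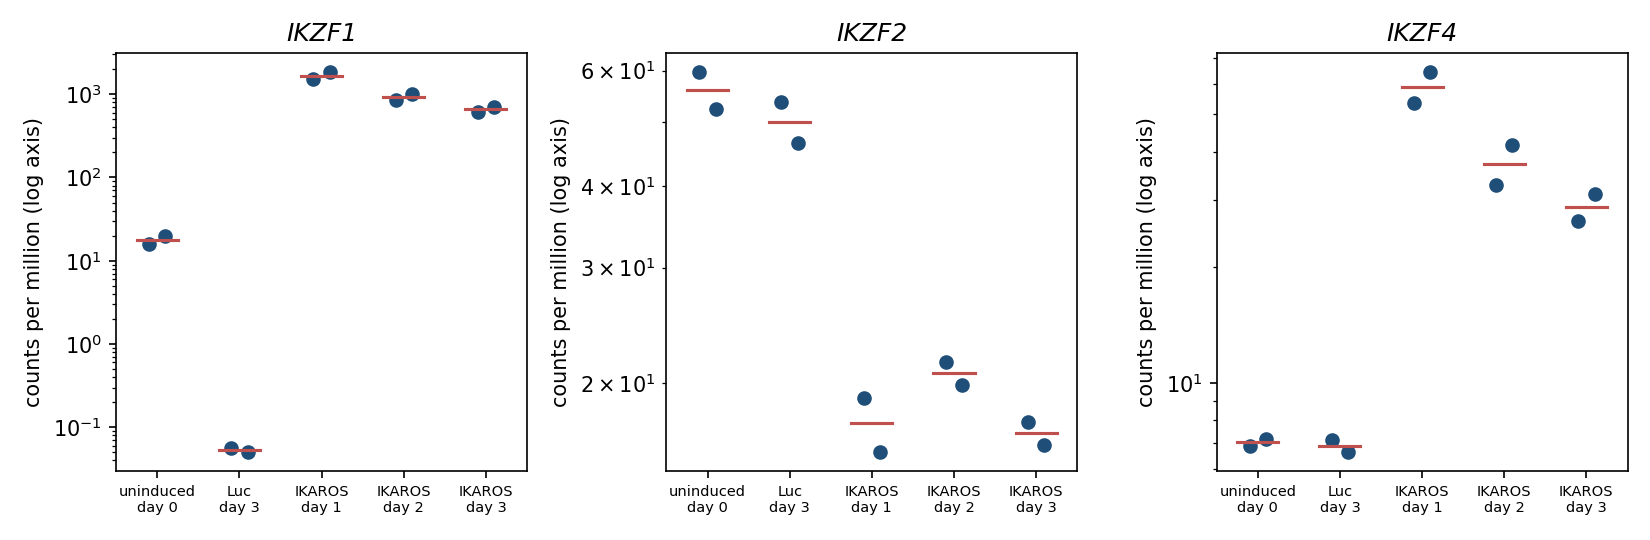
Levels of IKZF1, IKZF2 and IKZF4 in CPM on a log axis for the 5 groups, with a point per library and a line at the group mean. IKZF1 and IKZF4 were highest at IKAROS day 1, at means of 1675 and 59.1 CPM, while IKZF2 fell from 56.1 CPM in uninduced cells to 16.8 CPM at day 3. The IKZF4 counts of the induced libraries may hold reads of the construct.

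What IKAROS expression changed by day 3 was asked first against uninduced cells. MUC5AC, a gel-forming secreted mucin (chromosome 11, 1151580 to 1222366), had no count in uninduced cells and 97.0 ± 15.0 CPM at IKAROS day 3, at least 1135-fold higher. CXCR4, the chemokine receptor of many blood cells (chromosome 2, 136871919 to 136875725), reached 31.3 ± 1.37 CPM, a ratio of 1094 (196 to 43249). SAMSN1, an adaptor protein of blood cells, was at least 200-fold higher, KIAA1324L at least 193-fold and the membrane mucin MUC15 at least 72.3-fold, all from 0 counts. ATG9B rose from 0.171 ± 0.160 to 280 ± 32.6 CPM, but its row overlaps NOS3 on the opposite strand and their reads cannot be separated. Among genes that fell, the hair keratin KRT81 went from 169 ± 10.96 to 3.26 ± 0.139 CPM, with a log2 fold change of −5.70 ± 0.08; its row overlaps KRT86. The calcium-binding protein CALB2 (−6.24 ± 0.24), the long non-coding RNA MANCR (−5.89 ± 0.33) and the neurofilament gene NEFL (−5.61 ± 0.11) fell as well, while LMX1B was lower by a ratio of 57.8 (15.6 to 483) and NXPH2 was at least 12.5-fold lower. In all, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 12430 of 15529 genes (80.0%), 6302 higher and 6128 lower, of which 5027 (32.4%) changed at least 2-fold.

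Most genes of the basal keratinocyte list fell at IKAROS day 3. KRT14 (chromosome 17, 39738531 to 39743147), the keratin partner of KRT5 in basal cells, dropped from 2369 ± 7.98 to 221 ± 14.4 CPM, 10.7-fold lower (log2 fold change −3.42 ± 0.05). KRT5 (chromosome 12, 52908359 to 52914243) dropped from 2990 ± 78.8 to 970 ± 6.25 CPM (−1.62 ± 0.04). TP63, the transcription factor that maintains epidermal progenitors (chromosome 3, 189507449 to 189615068), dropped 9.12-fold, from 149 ± 1.40 to 16.4 ± 0.313 CPM (−3.19 ± 0.07). These 3 had adjusted p values of 1.12e-26, 1.44e-21 and 6.12e-23 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. KRT6A (−3.45 ± 0.04), which has close paralogs, and the hemidesmosome collagen COL17A1 (−2.69 ± 0.05) also fell. The integrin ITGB1 of the same list rose, from 7176 and 7339 counts to 15356 and 18074. Of 18 basal keratinocyte genes, 5 were higher and 13 lower, and camera called the list lower with an adjusted p of 1.67e-09. It was the only list of this comparison still called with an estimated correlation (adjusted p = 0.0375 with an estimated correlation). Markers of other lineages also moved in these libraries: the leukocyte gene PTPRC rose by 3.46 ± 0.34 on the log2 scale and the fibroblast gene DCN by 5.37 ± 0.37.

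Keratinocyte differentiation genes went both ways. SPRR3, a cornified envelope protein, was at least 14.4-fold higher from 0 counts, while KRT1 (−4.35 ± 0.47) and CALML5 (−4.03 ± 0.45) fell and SPRR2A, which has close paralogs, was lower by a ratio of 19.8 (5.12 to 169). These genes had few counts, with KRT1 at 94 and 67 counts in the uninduced libraries and 6 and 2 at day 3. Of more abundant members, IVL rose from 2691 and 2465 counts to 7814 and 8783, and KRT10 fell from 1337 and 1135 to 727 and 847. Of 22 tested, 10 were higher and 12 lower, and camera did not call the list (adjusted p = 0.708). All 5 simple epithelial keratins fell, among them KRT18 (−1.83 ± 0.05), KRT8 (−0.94 ± 0.04) and KRT7 (−0.94 ± 0.04), with a list median of −0.94 and an adjusted p of 0.00292 by camera (adjusted p = 0.116 with an estimated correlation); the rows of KRT8 and KRT18 overlap each other, and KRT7 overlaps an antisense row. Of 25 epithelial junction genes, 8 were higher and 16 lower. DSG3, a desmosomal cadherin of basal layers (−3.35 ± 0.07), CLDN4 (−1.59 ± 0.04) and OCLN (−1.27 ± 0.07) of tight junctions fell, and the epithelial repressor OVOL2 rose by 1.48 ± 0.12. Camera called the junction list lower with an adjusted p of 0.0114 (adjusted p = 0.171 with an estimated correlation). Of 24 integrin and focal adhesion genes, 6 were higher and 16 lower, with PARVA at −2.74 ± 0.08, ITGA5 at −2.58 ± 0.14, TNC at −2.30 ± 0.08 and ITGA1, whose row overlaps PELO, at −4.58 ± 0.25; camera gave an adjusted p of 4.25e-06 (adjusted p = 0.270 with an estimated correlation).

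Cell cycle genes fell almost without exception by day 3. All 42 S phase genes were lower, with a median log2 fold change of −1.53, among them the ribonucleotide reductase subunit RRM2 (−2.19 ± 0.05), the replication licensing factor CDC6 (−2.17 ± 0.05) and GINS2 (−2.19 ± 0.08). Of 52 G2/M genes, 50 were lower and 1 higher, with a median of −1.71. CDC20, the activator of the anaphase-promoting complex, dropped from 282 ± 1.78 to 57.5 ± 0.490 CPM, and BIRC5 by 2.31 ± 0.05 and PSRC1 by 2.92 ± 0.09 on the log2 scale. Camera called the S phase list with an adjusted p of 4.69e-25 and the G2/M list with 2.31e-41. Neither list was called with an estimated correlation (S phase adjusted p = 0.160 with an estimated correlation, G2/M adjusted p = 0.116 with an estimated correlation).

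Metabolic lists also fell. SLC7A5, the large neutral amino acid transporter, went from 1377 ± 26.4 to 174 ± 3.78 CPM, and PSAT1 of serine synthesis changed by −2.32 ± 0.06. Of 22 ATF4 stress response genes, 2 were higher and 16 lower (camera adjusted p = 3.11e-05, and adjusted p = 0.192 with an estimated correlation). In the hypoxia and glycolysis list, 6 of 25 were higher and 15 lower: lactate dehydrogenase LDHA fell from 1600 ± 31.0 to 266 ± 7.70 CPM, while the glucose transporter SLC2A3 (3.95 ± 0.17) and carbonic anhydrase CA9 (2.48 ± 0.21) rose. EGLN3 (−1.73 ± 0.59) was called at an adjusted p of 0.0101 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, but its log2 fold change was −0.65 and its adjusted p 0.474 without uninduced replicate 1, and its adjusted p was 0.110 without IKAROS day 3 replicate 2 and 0.0948 with DESeq2. Camera called the hypoxia list lower with an adjusted p of 0.00414 (adjusted p = 0.116 with an estimated correlation). Of 23 cholesterol synthesis genes, 20 were lower and 1 higher, with STARD4 at −3.14 ± 0.13 and squalene epoxidase SQLE at −2.36 ± 0.06. Camera gave an adjusted p of 1.58e-12 (adjusted p = 0.0814 with an estimated correlation). This list was also called lower in Luciferase day 3 against uninduced, with a median of −0.77. Against Luciferase day 3 its median was −0.59 and it was not called. Its fall against uninduced cells can therefore not be read as due to IKAROS alone.

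Genes of blood cells, where IKAROS is normally expressed, were partly higher but not as a called list. Of 19 tested pan-haematopoietic genes, 11 were higher and 5 lower, with a median log2 fold change of 1.03 and a camera adjusted p of 0.105. Besides CXCR4, the tetraspanin CD53 rose from 0.229 ± 0.159 to 4.46 ± 0.142 CPM, and PTPRC, the phosphatase CD45, from 0.401 ± 0.157 to 4.49 ± 0.0224 CPM. LYL1 rose by 2.52 ± 0.56, or 4.01 without uninduced replicate 2. Of 9 tested B cell genes, 4 were higher and 3 lower; their median was 1.42 and their mean 0.76 while camera pointed lower, with an adjusted p of 0.873. CD38 was higher by a ratio of 14.7 (4.73 to 74.0) and the B cell linker BLNK rose by 1.54 ± 0.32. The 3 uninduced counts of CD38 were all in replicate 1, so its ratio rests on that library. IRF8 (2.12 ± 0.71) lost its call without uninduced replicate 1 (adjusted p = 0.0512), without IKAROS day 3 replicate 1 (adjusted p = 0.0508) and with DESeq2 (adjusted p = 0.0763), and BANK1, which was lower, without uninduced replicate 2 (adjusted p = 0.0537). Of 5 tested T and NK cell genes, 2 were higher and 2 lower (camera adjusted p = 0.714), with the interleukin 7 receptor IL7R at −2.79 ± 0.10, TCF7 at −1.95 ± 0.59, CD7 at 2.07 ± 0.54 and LAT at 1.63 ± 0.21.

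Chemokine genes were among the strongest decreases in the inflammatory NF-kB list. CXCL1 (−4.56 ± 0.14), CCL2 (−4.28 ± 0.12), CXCL8 (−3.69 ± 0.13) and IL1B (−3.60 ± 0.21) fell, yet with 6 of 21 genes higher and 12 lower the list was not called (camera adjusted p = 0.342). BIRC3 of the same list rose, from 2175 and 2239 counts in the uninduced libraries to 13326 and 15426 at IKAROS day 3. Of 33 interferon-stimulated genes, 8 were higher and 19 lower, with a camera adjusted p of 0.0751. USP18 (−2.67 ± 0.22), IFIT1 (−2.44 ± 0.05), OAS3 (−2.34 ± 0.05) and OASL (−2.14 ± 0.05) fell, while TRIM22 rose from 861 and 793 counts to 3086 and 3625. In the NuRD complex, the chromatin remodeller with which IKAROS associates, CHD3 rose from 231 ± 0.666 to 1088 ± 38.1 CPM, whereas RBBP7 (−0.76) and MTA2 (−0.59) fell and MTA1 (0.63) rose. The 13 NuRD genes split into 4 higher and 8 lower, with a median of −0.19 (−0.10 with library totals), a mean of 0.04 and a camera adjusted p of 0.814 towards higher. Of 14 Notch pathway genes, 6 were higher and 7 lower, with a median of −0.26 (−0.17 with library totals), a mean of 0.12 and an adjusted p of 0.581 towards higher; LFNG (3.00 ± 0.06), MAML2 (1.96 ± 0.05), NOTCH3 (1.64 ± 0.09) and HES4 (1.55 ± 0.06) rose. In every list of this comparison, calls adjusted over the list alone were as many as calls adjusted over all genes, and list medians were the same with genes at 0 counts set at their bound.

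Luciferase-expressing cells at day 3 served as the second control, with the same dose and time of doxycycline. MUC5AC was higher at IKAROS day 3 by a ratio of 3638 (653 to 143739) and SAMSN1 at least 213-fold. The secreted protein CRISP3 was at least 135-fold higher, the protease PRSS33 at least 93.3-fold and MUC15 at least 77.3-fold. NXPH2 was at least 71.2-fold lower, CALB2 changed by −6.89 ± 0.22, KRT81 by −6.11 ± 0.08 and MANCR by −5.88 ± 0.33, while LMX1B was lower by a ratio of 73.1 (19.9 to 609) and the collagen COL13A1 by 61.4 (16.7 to 513). Among the fixed genes, KRT14 differed by −3.22 ± 0.05, KRT5 by −1.13 ± 0.04, TP63 by −2.86 ± 0.07, and the matricellular genes CYR61 by −1.22 ± 0.07 and CTGF by −0.81 ± 0.13. The same test called 12481 genes (80.4%), 6279 higher and 6202 lower, of which 5059 changed at least 2-fold.

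Camera called 9 lists against Luciferase day 3. Of 24 integrin and focal adhesion genes, 3 were higher and 19 lower, with ITGA1 at −4.65 ± 0.25, ITGA5 at −3.76 ± 0.12, PARVA at −3.24 ± 0.07 and TNC at −3.09 ± 0.08 (camera adjusted p = 7.84e-11, and adjusted p = 0.171 with an estimated correlation). All 42 S phase genes were lower (adjusted p = 1.51e-24 by camera, adjusted p = 0.171 with an estimated correlation), and of 52 G2/M genes 49 were lower and 2 higher (adjusted p = 2.84e-32, adjusted p = 0.133 with an estimated correlation). Basal keratinocyte genes were lower in 12 of 18 and higher in 5 (adjusted p = 4.87e-10, adjusted p = 0.0375 with an estimated correlation). Camera also called lower the simple keratins (adjusted p = 0.000202, adjusted p = 0.0814 with an estimated correlation), junction genes (adjusted p = 0.00215, adjusted p = 0.122 with an estimated correlation), ATF4 genes (adjusted p = 2.65e-06, adjusted p = 0.171 with an estimated correlation) and hypoxia genes (adjusted p = 0.0133, adjusted p = 0.133 with an estimated correlation). The IKAROS family, which contains the induced gene itself and IKZF4, whose counts may hold reads of the construct, was called higher (camera adjusted p = 0.0327, adjusted p = 0.171 with an estimated correlation). That call was lost without Luciferase day 3 replicate 1 (adjusted p = 0.0687) or 2 (0.0723) and without uninduced replicate 1 (0.0559) or 2 (0.0558). The cholesterol synthesis genes were not called here (adjusted p = 0.0603), but were without Luciferase day 3 replicate 1 (0.0420): 16 of 23 genes were lower and 4 higher, with STARD4 at −2.14 ± 0.14 and SQLE at −1.61 ± 0.07, but INSIG1, the sterol-regulated protein that retains SCAP, was higher by 1.67 ± 0.05. Adjusted over the list alone, mesenchymal genes had 5 higher and 5 lower, against 7 and 5 over all genes.

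Genes called in the same direction against both controls numbered 11586, with 5816 higher and 5770 lower, and 4482 of them changed at least 2-fold against both. Beyond the genes above, the ion channel TRPM5 was at least 46.1-fold higher than in uninduced cells and at least 49.2-fold higher than in Luciferase cells, and leptin (LEP) at least 30.1-fold and 32.1-fold. TCHHL1, a gene of the epidermal differentiation complex, rose by 8.28 ± 0.14 and 9.64 ± 0.16 against these controls. The acute phase gene SAA1, which has a close paralog, changed by −5.36 ± 0.17 and −5.68 ± 0.16, and the activin antagonist FST by −5.13 ± 0.09 and −5.19 ± 0.09. The 2 comparisons share the IKAROS day 3 libraries. Independent lists of these sizes would share 2548 higher and 2447 lower genes, and 24 genes were called in opposite directions. Simulated unchanged groups shared 0.05 on average, but almost no gene is called in them, so this number is no measure for lists of these sizes. Across genes, which are not independent replicates, the log2 fold changes had a correlation of 0.957 (0.494 simulated) and a covariance of 1.91 (0.0202 simulated). Of the 11586 genes, 1535 were also called between the 2 controls.

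**Figure D2:**
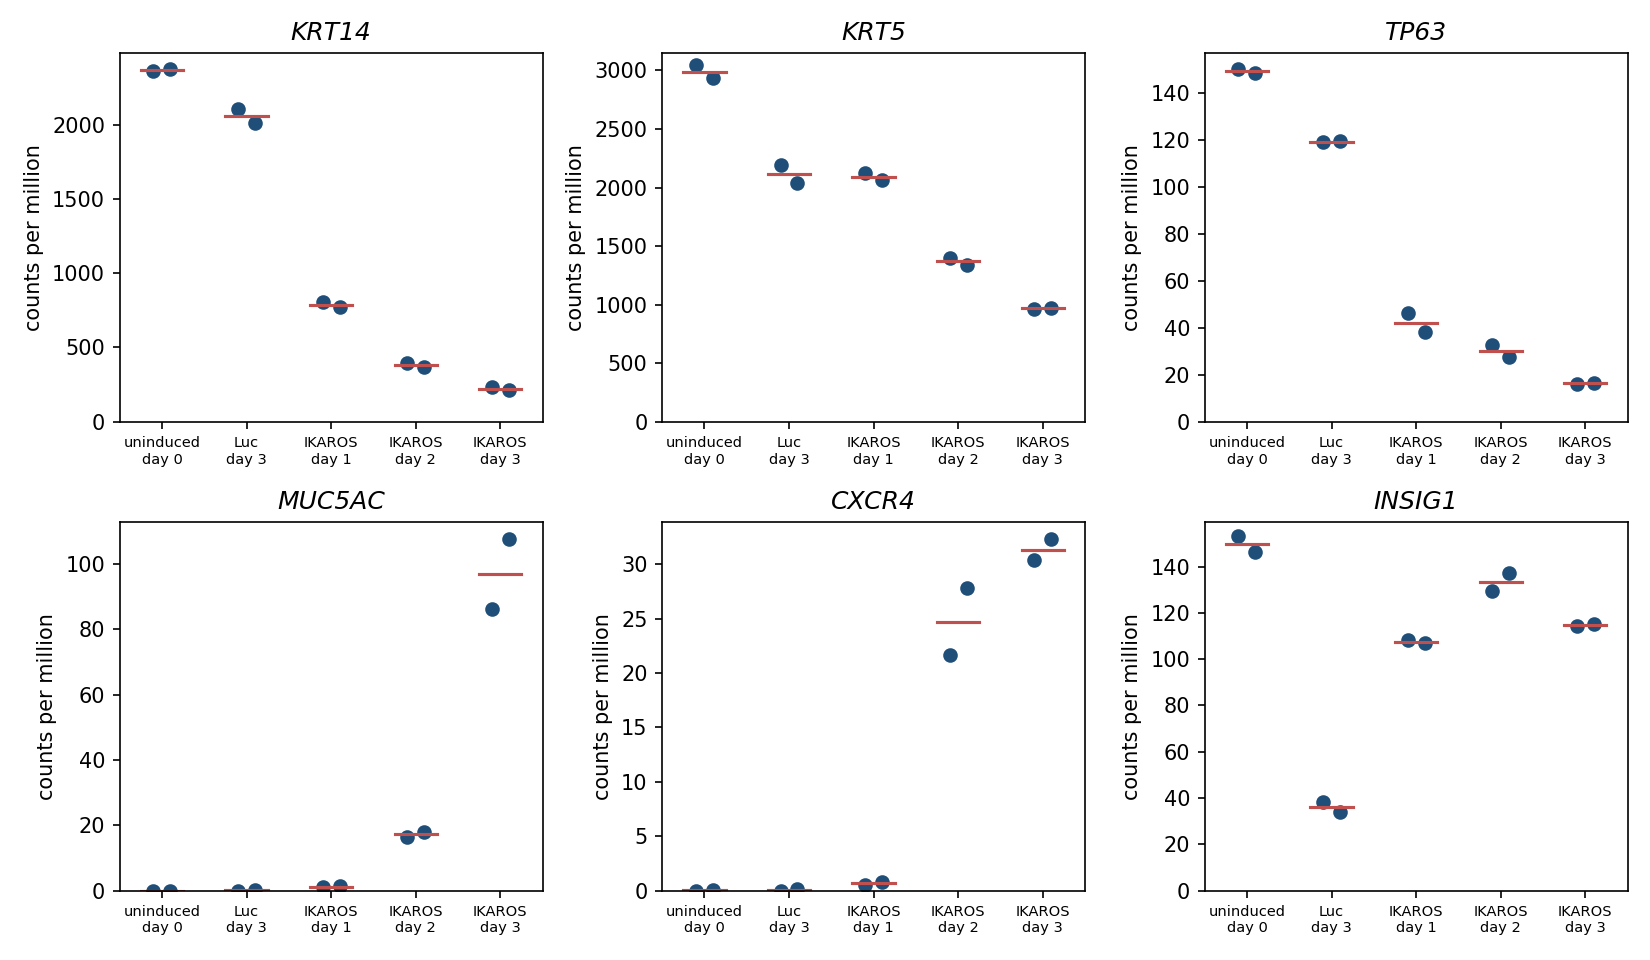
Levels of KRT14, KRT5, TP63, MUC5AC, CXCR4 and INSIG1 in CPM on linear axes from 0 in the 5 groups, with a point per library and a red line at the mean. KRT14 fell from 2369 to 221 CPM and TP63 from 149 to 16.4 CPM between uninduced and IKAROS day 3, MUC5AC reached 97.0 CPM, and INSIG1 was lowest in Luciferase day 3 at 36.1 CPM.

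The controls were compared to see what differed between cells in which IKAROS was not induced. IKZF1 itself differed, with 280 and 339 counts in the uninduced libraries and 1 in each Luciferase day 3 library. The comparison is therefore not a background free of IKZF1. INSIG1 (chromosome 7, 155089482 to 155101945) was lower in Luciferase day 3, at 36.1 ± 3.16 CPM against 150 ± 4.88 CPM in uninduced cells, a log2 fold change of −2.06 ± 0.05 (adjusted p = 5.9e-20, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The stearoyl-CoA desaturase SCD went from 2219 ± 34.1 to 633 ± 33.0 CPM and SH2D3C changed by −1.72 ± 0.35. GALNT16, a glycosyltransferase, had 2 counts over the uninduced libraries and 5.75 ± 1.49 CPM in Luciferase day 3, a ratio with a 95% counting interval of 27.6 to 840, and FSIP2 was higher by a ratio of 29.0 (7.70 to 245). KRT14 (−0.20), KRT5 (−0.50) and TP63 (−0.33) were slightly lower and CYR61 (0.43 ± 0.06, or 0.28 without Luciferase day 3 replicate 2) higher. Of 15529 genes, 1946 (12.5%) were called, 992 higher and 954 lower, and 108 changed at least 2-fold, 68 higher and 40 lower. The count fell to 951 without uninduced replicate 1, to 1075 without Luciferase day 3 replicate 2, and to 899 with the DESeq2 Wald test.

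Several of the genes picked in this comparison had few counts. The 3 uninduced counts of EBI3 were all in replicate 2, and its log2 fold change was 1.96 without uninduced replicate 1. KIAA1324L (at least 3.12-fold higher), LSAMP (3.00 ± 0.73), EBI3 (a ratio of 8.11, 2.49 to 41.9), ZPLD1 (2.84 ± 0.64), CA9 (−1.56 ± 0.41) and ABCA1 (−1.55 ± 0.49) all lost their calls without uninduced replicate 1, at adjusted p values of 0.0704 for LSAMP to 0.261 for CA9 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without Luciferase day 3 replicate 2, EBI3 (adjusted p = 0.0559), LSAMP (0.0703), CA9 (0.0894), ZPLD1 (0.120) and ABCA1 (0.139) lost theirs. Without uninduced replicate 2, LSAMP (0.0548), KIAA1324L (0.0638) and ABCA1 (0.0945) did, and without Luciferase day 3 replicate 1, ABCA1 (0.0969). CTGF (0.59 ± 0.13) lost its call without uninduced replicate 1 (0.0992), without Luciferase day 3 replicate 2 (0.0845) and with DESeq2 (0.0625).

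Cholesterol synthesis genes were lower in Luciferase day 3 as a group. Of 23 genes, 22 were lower and 0 higher, over all genes and adjusted over the list alone, with a median of −0.77, and HMGCS1 (−1.21 ± 0.05) and MVD (−1.14 ± 0.06) followed INSIG1. Camera gave an adjusted p of 1.18e-189 (adjusted p = 0.000224 with an estimated correlation). Integrin and focal adhesion genes were higher in 16 of 24 (18 adjusted over the list alone), with ITGA5 at 1.18 ± 0.08, TNC at 0.80 ± 0.06, ITGAV at 0.78 ± 0.04 and PARVA at 0.50 ± 0.05 (camera adjusted p = 3.27e-27, and adjusted p = 0.0814 with an estimated correlation). YAP/TEAD targets were higher in 14 of 22 and lower in 1 (16 and 2 adjusted over the list alone), with ANKRD1 at 1.16 ± 0.12, NUAK2 at 0.69 ± 0.08 and AXL at 0.64 ± 0.07 (camera adjusted p = 7.78e-11, and adjusted p = 0.122 with an estimated correlation). G2/M genes were lower in 38 of 52 (43 adjusted over the list alone) by small amounts, with a median of −0.19 and PSRC1 at −0.40 ± 0.07 and GTSE1 at −0.34 ± 0.06 (camera adjusted p = 6.92e-21, and adjusted p = 0.171 with an estimated correlation). CDC25C (−0.31 ± 0.08) lost its call without uninduced replicate 1 (adjusted p = 0.0872) or 2 (0.0808), without Luciferase day 3 replicate 2 (0.298, with a log2 fold change of −0.19) and with DESeq2 (0.133), and CENPA (−0.28 ± 0.06) without uninduced replicate 1 (0.0992) and with DESeq2 (0.0573).

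Further lists were called between the controls with small medians. Simple keratins were higher in 3 of 5 and lower in 1 (median 0.23; camera adjusted p = 3.11e-05, and adjusted p = 0.0814 with an estimated correlation), and mesenchymal genes were higher in 6 of 17 and lower in 1, or 7 and 3 adjusted over the list alone (median 0.22; camera adjusted p = 0.00290, and adjusted p = 0.116 with an estimated correlation). ATF4 genes were higher in 9 of 22 and lower in 3, or 11 and 3 adjusted over the list alone (camera adjusted p = 0.00386, and adjusted p = 0.326 with an estimated correlation). The epithelial junction genes had 9 of 25 higher and 1 lower, or 10 and 3 adjusted over the list alone (camera adjusted p = 0.00431, and adjusted p = 0.133 with an estimated correlation), and were not called without uninduced replicate 2 (0.0611). The Notch pathway genes had 2 of 14 higher and 6 lower, or 2 and 7 adjusted over the list alone (camera adjusted p = 0.0272, and adjusted p = 0.296 with an estimated correlation), and were not called without uninduced replicate 1 (0.0683) or Luciferase day 3 replicate 2 (0.0684). The IKAROS family was called lower with IKZF1 as its only called member of 4 (camera adjusted p = 1.63e-08, and adjusted p = 0.0375 with an estimated correlation).

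**Figure D3:**
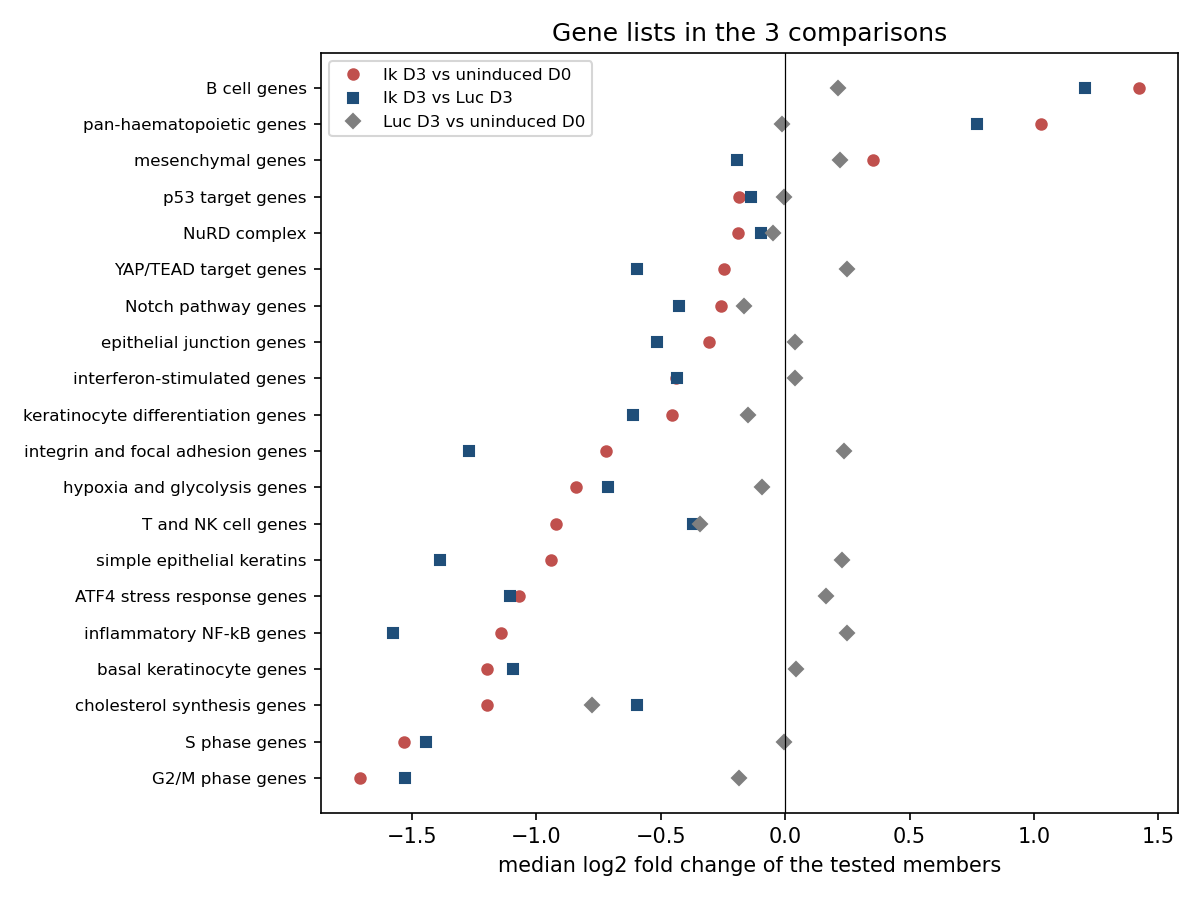
Median log2 fold change of the tested members of each gene list in 3 comparisons, IKAROS day 3 against uninduced, IKAROS day 3 against Luciferase day 3, and Luciferase day 3 against uninduced, with a point per comparison. G2/M genes stood at −1.71, −1.53 and −0.19 and cholesterol synthesis genes at −1.20, −0.59 and −0.77; medians of S phase, p53 target and pan-haematopoietic genes between the controls lay next to 0 and changed sign with library totals.

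Days 1 and 2 were used to follow genes after induction. There was no Luciferase library at day 1 or 2, so doxycycline and time in culture are not controlled for on these days. KRT14 stood at 787 ± 23.5 CPM on day 1 and 382 ± 19.1 CPM on day 2, and TP63 at 42.2 ± 5.68 and 30.1 ± 3.81 CPM. MUC5AC had 1.10 ± 0.195 CPM on day 1 and 17.3 ± 1.05 CPM on day 2, and CXCR4 0.647 ± 0.155 and 24.7 ± 4.40 CPM. On day 1, 34 of 52 G2/M genes were higher and 3 lower (35 and 3 adjusted over the list alone), with a median of 0.24, and on day 2, 1 was higher and 50 lower. BIRC5 rose by 0.30 ± 0.04 on day 1 before it fell. On day 1, 14 of 42 S phase genes were higher, 5 lower and 23 not called, and on day 2 all 42 were lower. For the day 1 lists, unadjusted and outside the 72 tests, limma's camera gave p = 2.04e-05 for G2/M genes (p = 0.310 with an estimated correlation) and p = 0.384 for S phase genes. On day 3 relative to day 1, all 42 S phase and all 52 G2/M genes were lower. Cholesterol synthesis genes were lower in 21 of 23 on day 1 and in 20 on day 2, with 0 and 2 higher.

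Against uninduced cells, edgeR's test called 9091 genes on day 1 (58.5%; 4541 higher, 4550 lower) and 11979 on day 2 (77.1%; 5959 higher, 6020 lower), of which 1852 (1146 higher, 706 lower) and 4131 (2425 higher, 1706 lower) changed at least 2-fold. Of the day 1 genes, 6681 (73.5%) were called in the same direction on all 3 days, 3162 higher and 3519 lower. Steps between days gave 10188 genes between days 1 and 2 and 5043 between days 2 and 3. Days 1 and 3 share the uninduced libraries. They had 6921 calls in the same direction, 3300 higher and 3621 lower, where independent lists would share 1843 and 1796. Simulated unchanged groups shared 0, again because almost no gene is called in them. The covariance of days 1 and 3 across genes was 0.940 (0.0213 simulated) and their correlation 0.764 (0.518 simulated). Luciferase day 3 and IKAROS day 3 against uninduced shared 1037 calls, 422 higher and 615 lower, where independent lists would share 403 and 376, and 711 genes were called in opposite directions; their covariance was 0.0920 (0.0213 simulated) and their correlation 0.156 (0.514 simulated). Part of any excess may come from the shared libraries.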

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

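All tests of explanations in this part were chosen after the result was seen. The difference between days was planned as a comparison of IKAROS day 3 with day 1.

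IKAROS days 1 and 3 differed for most of the genes that the comparisons follow. From day 1 to day 3, the log2 level changed by −1.34 for IKZF1 and by −1.03 for IKZF4. After day 1, KRT14 changed by a further −1.83, TP63 by −1.37 and KRT5 by −1.11, so these 3 kept falling while IKZF1 came down from its day 1 level. IKZF5 rose by 0.36. Of 30 other named genes, 25 had a called difference between the days, 23 of them with a larger change on day 3 and 2 with a smaller one. Most of these 30 were picked for their large change at day 3, which favours a larger change on that day. The test of day 3 against day 1 called 11238 genes. A total of 1035 genes was called on day 1 and on day 3 in opposite directions; the difference between the days was called for all 1035, which their selection largely fixes.

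The counts of IKZF4 followed those of IKZF1 in the induced libraries. Whether human IKZF1 reads were counted at IKZF4 through shared sequence was not settled. IKZF3 has a longer identical stretch with IKZF1 (26 nt) than IKZF4 has (20 nt). Yet the highest IKZF3 count came to 2.60% of the IKZF4 excess in the same library. The longer stretch thus collected few reads at IKZF3, but its length alone does not show where reads were placed. IKZF2, with 22 nt, was set aside after its counts were seen to reach 89.5% of that excess, because IKZF2 lay below its control level in the induced libraries. How many of the IKZF2 counts came from IKZF1 reads is not known. The excess was 3.11%, 3.24% and 3.30% of the IKZF1 counts on days 1, 2 and 3, a ratio between days of 1.06, which reads of a construct and a gene that follows the IKAROS level would both give. The sequence and species of the construct are not given in the sources used here, so these cannot be told apart and an effect of IKAROS on IKZF4 stays a hypothesis.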

How the results depend on the processing

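Luciferase day 3 as the control for IKAROS days 1 and 2, and the counts without ribosomal or repeated rows, were chosen after the data were seen; the other settings were planned. With 2 libraries per group, each left-out library leaves a single one assumed to vary like the other groups. Requiring at least a 2-fold change reduced the calls, by construction, to 5027 (IKAROS day 3 against uninduced), 5059 (against Luciferase), 108 (Luciferase against uninduced), 1852 (day 1), 4131 (day 2), 3058 (day 3 against day 1) and 4482 (2-control set). The DESeq2 Wald test gave 899 calls between the controls; the cause was not tested. Leaving out a library gave 951 to 1886 calls between the controls, lowest without uninduced replicate 1, with fewer samples, and 11654 to 11950 for IKAROS day 3 against uninduced, 11669 to 12080 against Luciferase, 7871 to 8082 on day 1, 11139 to 11270 on day 2, 10238 to 10525 between days 3 and 1, and 10813 to 11314 in the 2-control set. With an estimated correlation, 1, 1 and 2 lists were called in the 3 comparisons, and fry, which does not compare a list with other genes, called 23, 23 and 16. The IKAROS family call against Luciferase was lost without either Luciferase or either uninduced replicate, the junction call between the controls without uninduced replicate 2, and the Notch call without uninduced replicate 1 or Luciferase replicate 2. Calls were gained against Luciferase for YAP/TEAD target genes (adjusted p = 0.0463) and cholesterol synthesis genes (0.0420) without Luciferase replicate 1 and for interferon-stimulated genes (0.0349) without replicate 2, and between the controls for keratinocyte differentiation genes (0.00927) without Luciferase replicate 1 and hypoxia and glycolysis genes (0.0192) without replicate 2. With library totals the calls leaned higher: 6981 higher and 5551 lower for IKAROS day 3 against uninduced, 6889 and 5666 against Luciferase, 1159 and 813 between the controls, 5373 and 3900 on day 1, and 6695 and 5314 on day 2. Same-numbered libraries had correlations of −0.0192 to 0.0916 over all genes, so little pairing by replicate number was seen. These correlations include the counting noise of every gene and do not exclude an effect of the replicate number on some genes. The replicate block gave 12531, 12576, 2312, 9312, 12095, 11373 and 11686 calls in the order above, more than without it in each case. It added a call for the IKAROS family at day 3 against uninduced (camera adjusted p = 0.00257). It also called IKZF2 between the controls (adjusted p = 0.0377 by edgeR's quasi-likelihood test). The average of both controls gave 12871, and Luciferase as the control 9251 on day 1 and 12013 on day 2. Among single genes, 1573 values kept their direction and side of the threshold, 37 lost the call, 3 gained it and 3 uncalled values changed sign: IKZF4 between the controls (−0.0813 to 0.0207 without either Luciferase day 3 replicate) and IKZF5 on day 1 (0.0336 with library totals, −0.0957 to 0.0404 without either IKAROS day 1 replicate); the cause was not tested. IKZF2 between the controls (−0.16, adjusted p = 0.158) was called without Luciferase day 3 replicate 1 (adjusted p = 0.0219). Depth limits genes with 0 to 3 counts in a group, whose folds are bounds or wide intervals.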

Other observations

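All tests of explanations in this part were chosen after the result was seen.

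Further lists fixed beforehand hold genes that changed strongly at IKAROS day 3 against uninduced cells without a call for the list. Among p53 targets, GDF15 (4.14 ± 0.31) and TP53INP1 (3.45 ± 0.12; its row overlaps NDUFAF6) rose, while CDKN1A, the cyclin-dependent kinase inhibitor p21, fell from 73.5 ± 1.88 to 7.51 ± 0.952 CPM, and SPATA18 by 3.37 ± 0.48 on the log2 scale. Of 22, 8 were higher and 12 lower (camera adjusted p = 0.920). Among YAP/TEAD targets, IGFBP3 rose from 1541 ± 19.9 to 7076 ± 55.7 CPM and NT5E by 2.01 ± 0.05, while FJX1 (−2.59 ± 0.12) and ANKRD1 (−2.35 ± 0.19) fell. CYR61 fell by 0.79 ± 0.07, and CTGF was at −0.21 ± 0.15 (adjusted p = 0.184, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of 22, 7 were higher and 11 lower (camera adjusted p = 0.721).

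Markers of other cell types moved too. Among fibroblast markers, DCN rose from 0.143 ± 0.0387 to 6.22 ± 0.524 CPM, COL1A1 from 8.26 ± 0.867 to 23.4 ± 2.68 CPM and LUM by 2.46 ± 0.23 on the log2 scale, while COL3A1 changed by −1.94 ± 0.30 (3 of 4 higher, camera adjusted p = 0.270). Of 17 mesenchymal genes, 7 were higher and 4 lower (adjusted p = 0.463): COL5A1 rose by 1.90 ± 0.07, MMP2 changed by −1.85 ± 0.06, and ZEB1, whose row overlaps an antisense row, was higher by a ratio of 58.5 (10.1 to 2350). VIM (−1.91 ± 0.63) was at −3.26 without IKAROS day 3 replicate 2 and lost its call without uninduced replicate 1 (−1.20, adjusted p = 0.192), without IKAROS day 3 replicate 1 (0.104) and with DESeq2 (0.0646). Of 3 melanocyte markers, TYRP1 was higher by a ratio of 17.3 (2.73 to 720), PMEL changed by −1.30 ± 0.34 and MITF by −0.25 ± 0.07, the last not called with library totals (−0.15, adjusted p = 0.0575); the list had a median of −0.25 (−0.15 with library totals), a mean of 0.76 and a camera adjusted p of 0.936 towards lower. Of 2 tested endothelial markers, CDH5 rose by 2.31 ± 0.13 and VWF changed by −1.60 ± 0.28. Of 3 MHC class II genes, CIITA (−1.38 ± 0.36) and HLA-DQB1 (−1.28 ± 0.13; its row overlaps an antisense row) fell (camera adjusted p = 0.721).

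The controls differ in doxycycline with time, in IKZF1, and possibly in cell line, since the labels conflict on the uninduced libraries. The uninduced libraries had 280 and 339 counts of IKZF1, against 1 and 1 in Luciferase day 3. These counts go with the descriptions, genotype and header that name the IKAROS line and against the titles. The genes that differed at least 2-fold between the controls were followed in IKAROS cells on day 1. The 68 genes higher in Luciferase day 3 had a median log2 fold change of 0.85 on day 1, and the 39 lower genes one of −0.48 (IKZF1 left out). Lists matched on the uninduced level centred on 0.48 and 0.03 (0.24 to 0.77 and −0.18 to 0.23), and 60 and 0 of 10000 lay as far out; they were added after the first result, since low genes in general were higher on day 1. These values decide nothing, because many genes differed between IKAROS day 1 and uninduced. Both comparisons also share the uninduced libraries (a correlation of 0.520 with no effect simulated). Parts due to the line, to doxycycline or time, and to IKZF1 in the uninduced cells cannot be told apart.

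Many more genes were called at IKAROS day 3 than at Luciferase day 3 against the same uninduced libraries. A smaller spread that lets small changes pass was argued against as the whole cause. The model used 1 dispersion per gene for all groups, so a smaller spread in 1 group could not favour only 1 comparison. Small changes alone do not make the difference either, because calls of at least 2-fold differed by a ratio of 46.5. Composition scaling was argued against too, because with library totals the ratio of calls was 6.35, against 6.39 with TMM. The share of 80.0% itself, which the first form of this test concerned, does depend on small changes (32.4% at 2-fold or more). A constant difference between the cell lines was argued against as the whole cause. Between days 3 and 1 of the IKAROS line itself, 3058 genes differed at least 2-fold. The IKZF1 counts also go with uninduced libraries of the IKAROS line, and IKAROS day 3 against uninduced would then hold no line difference. An effect of IKAROS stays a hypothesis.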
